A study of Mus musculus with 45 samples. Its data were reported in "Identification of X-chromosomal genes that drive sex differences in embryonic stem cells through a hierarchical CRISPR screening approach" (2021).

How the data were processed

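RNA was measured in 45 libraries of female mouse embryonic stem cells grown without feeder cells in serum with LIF, in 7 groups of 2 clones (XO: 3) with 3 replicates each, grouped by the labels. Libraries were made with a 3′ mRNA kit that adds molecular identifiers. The deposited counts are whole numbers per Ensembl gene, which the authors obtained by mapping to the mouse genome GRCm38, collapsing molecular identifiers and counting with the kit maker's pipeline, without normalization. The deposited CPM were made by the authors with edgeR, and each equals the deposited count divided by 1 factor per library. A library's CPM values sum to 155128 to 181822, since that factor is 5.50 to 6.44 times the counts in genes, for a reason the files do not give. These values served only for chromosomes and gene symbols and to check the counts, and every CPM printed here was computed anew from the counts. CPM of tested genes, and of Dusp9 and Klhl13, are per counts in tested autosomal genes times the TMM factor. CPM of small nucleolar RNAs and of Y-linked genes are per counts in all genes, a larger total, and the scales are not comparable. The table held 47648 entries, of which 5 name no gene and took 12.6% to 22.5% of the counts of a library (median 16.3%). Of 47643 genes, 708 had no chromosome and held 0.0435% of the counts.

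Gene counts per library ranged from 762518 to 3065655 (median 1138579) and genes detected from 13903 to 17379. Median gene counts were 1567083 in XX, 1113001 in XO, 1674168 in D9HET, 1201038 in D9HOM, 1097286 in K13HET, 976288 in K13HOM and 1031060 in D9K13HET. No 2 libraries were identical, and the 45 pairs of libraries within clones differed by a chi-square per gene of 1.98 to 31.6, more than counting error alone gives. The clone was taken as the unit of replication, a choice that these values do not decide. The libraries of a clone were summed, giving 15 clones with 2705068 to 5605343 counts (median 3715234). The p-values measure the spread between clones. The labels do not say whether replicates were separate cultures, while the paper speaks of biological replicates in the legend of the figure that shows these data.

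Genes on autosomes passing edgeR's filter on low counts (11550) were fitted in 1 quasi-likelihood model of all groups (edgeR 4.0.16 in R 4.3.3) with TMM factors (0.959 to 1.05), 8 residual degrees of freedom, 11.1 prior degrees of freedom and a common dispersion of 0.0201. X-linked genes (478) were fitted with the autosomal library sizes and factors. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. Each SE is the absolute log2 fold change divided by the root of the F statistic, and each CPM with its SD is over clones, except where means of libraries are named. Folds of genes under 1 CPM in a group depend on the count that the fit adds. Each group was compared with XX, and D9HOM with D9HET, K13HOM with K13HET, D9K13HET with D9HET, with K13HET and with XO, K13HET with D9HET, and D9K13HET with the sum of the single mutants. Both D9K13HET clones derive from K13HET clone 1, so that clone and genotype are partly the same there.

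Named genes were set by a rule fixed before the data were examined, as were the comparisons, the lists and the settings named first below. The rule took Dusp9 and Klhl13, the 5 largest changes per direction (3 between mutants) among genes called with at least 5 CPM in the higher group and all clones of the group on the same side of both XX clones, up to 4 called members per list, Nanog, Prdm14, Egr1 and Spry4, and Xist and the X-linked candidates of the study in XO. Some X-linked genes that the rule names are not reported here. Single other list members (Lefty2, Dppa3, Lamb1 and Eif1a) were named after their values were seen. The 19 lists were ERK targets, naive pluripotency, general pluripotency, formative and primed pluripotency, DNA methylation machinery, methylation-sensitive germline genes, Wnt and Gsk3 targets, Akt-repressed FoxO targets, primitive endoderm, trophectoderm, mesendoderm and neurectoderm, 2-cell-like cells, fibroblasts, p53 targets, integrated stress response, glycolysis and hypoxia, imprinted genes, and the study's own candidate Klhl13 substrates and X-linked screen candidates. Lists share members, such as T, Gbx2, Dnmt3b and Prdm14. The 17 lists with at least 3 tested autosomal members were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, adjusted over 102 tests, and no list passed camera in any comparison when the correlation was estimated. They were also tested with fry, a second list test of limma, and its values for the main lists are given below.

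Overlaps with XO were set beside the number for independent lists and both ways of splitting the XX clones between the comparisons. Covariances were also set beside 30 simulations of unchanged groups that share the XX libraries. As XO is unchanged in these too, their overlaps of called genes do not show what a changed XO would share through XX alone. At the adjusted threshold they shared a mean of at most 0.0667 genes. At the thresholds of the study, given below, the means were 71.8 to 76.8 genes with clones. With libraries they were 34.1 to 38.0 (15 simulations). Positions between XX and XO used log2 of CPM with 1 added, over 379 and 245 genes called with 1 XX clone and measured from the other. The within-clone score is the first component of differences between libraries within clones (31.0% of that variance), with Dppa5a at its low end and small nucleolar RNAs such as Snord89 at its high end. Whether culture or library preparation makes this difference was not tested.

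On simulated data edgeR with clones recovered 83 of 100 genes changed 2-fold and 100 of 100 changed 4-fold for XO, and 78 and 100 of 100 for D9HET, among 11433 genes tested. Results were recomputed with libraries as replicates without and with the replicate number as a block, limma voom, DESeq2 1.42.0, other scale factors, no filter, only the groups compared, each clone or replicate number left out, XO clones 1 and 2 only, the thresholds of the study (absolute log2 fold change over 0.5, unadjusted p under 0.05), chromosomes 1, 6, 8 and 9 left out, an estimated correlation for lists, and other gene choices for positions. Settings added after the data were seen were the within-clone score as a covariate, leaving out each clone's library farthest on that score, leaving out chromosome 11 as well, leaving XO clone 1 out of the fit, positions from each XX clone alone, and XO clones 1 and 2 only at the thresholds of the study with libraries as replicates.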

Results

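Messenger RNA was counted from its 3′ end, with molecular identifiers, in 45 libraries of mouse embryonic stem cells of a female line. The libraries formed 7 groups. XX cells carried both X chromosomes and XO cells had lost 1 of them. D9HET and D9HOM cells carried heterozygous and homozygous mutations of Dusp9, K13HET and K13HOM cells those of Klhl13, and D9K13HET cells heterozygous mutations of both genes. Each group held 2 clones, XO held 3, and each clone was sequenced as 3 replicates. Gene counts per library ranged from 762518 to 3065655 (median 1138579), and the 3 libraries of a clone together held 2705068 to 5605343 counts. The clone was the unit of replication, so that n was 2 (3 for XO), and 11550 autosomal and 478 X-linked genes were tested. Adjusted p-values came from edgeR's quasi-likelihood test or, for gene lists, from camera, or from fry where it is named. Small nucleolar RNAs, which are not polyadenylated, had 271 ± 98.9 CPM (SD, n = 6 libraries) in XX, and group means of 398 to 597 CPM elsewhere. Both XX clones ranked below the other 13 clones in this measure, a ranking noticed in the data and so given without a test. This difference ran alongside every comparison with XX.

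The edited genes were examined first. Dusp9 encodes a phosphatase that inactivates ERK and lies on chromosome X from 73639419 to 73643514 on the plus strand (GRCm38). It was measured at 256 ± 43.8 CPM (SD, n = 2) in XX and at 87.3 ± 14.4 CPM (n = 3) in XO, 2.93-fold lower (log2 fold change −1.55 ± 0.26 SE, adjusted p = 0.000274). In D9HOM it was measured at 124 ± 70.3 CPM, with means of 74.4 CPM in clone 1 and 178 CPM in clone 2 (−1.03 ± 0.29, adjusted p = 0.153). D9HET had 199 ± 2.23 CPM (−0.36 ± 0.29, adjusted p = 0.993) and D9K13HET 177 ± 16.1 CPM (−0.53 ± 0.29, adjusted p = 0.480). K13HET and K13HOM, in which Dusp9 was not edited, had 285 ± 8.61 and 297 ± 73.8 CPM. The Dusp9 mutations were frameshifts at the start of the coding sequence, so that counts from the 3′ end do not check their presence. With libraries in place of clones as replicates the adjusted p was 0.000301 for Dusp9, D9HOM versus XX, and over all alternatives it ranged from 0.000181 to 0.548. With only the groups compared in the fit it was 0.00781 for Dusp9, D9K13HET versus XX, which then passed.

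Klhl13 encodes a substrate adaptor of a cullin ubiquitin ligase and lies on chromosome X from 23219271 to 23365082 on the minus strand. Its promoter region was the part deleted. It was measured at 1298 ± 12.7 CPM (n = 2) in XX and 40.4 ± 43.1 CPM in K13HOM, 31.5-fold lower (log2 fold change −4.98 ± 0.78, adjusted p = 0.00577). K13HOM clone 1 replicate 1 had 139 CPM against 28.0 and 29.8 CPM in the other libraries of its clone, and without replicate 1 of each clone the log2 fold change was −6.17 (Klhl13, K13HOM versus XX). K13HET had 470 ± 4.77 CPM (−1.46 ± 0.66, adjusted p = 0.669) and D9K13HET 535 ± 28.1 CPM (−1.28 ± 0.65, adjusted p = 0.456). XO had 925 ± 838 CPM (n = 3, −0.49 ± 0.58, adjusted p = 0.461), since XO clone 1 had a mean of 1889 CPM and XO clones 2 and 3 had means of 391 and 496 CPM. The D9HET clones differed as well, with means of 1834 and 860 CPM. The spread of Klhl13 between these clones was shared over all groups in the fit. With only the groups compared in the fit the adjusted p was 4.63e-17 for Klhl13, K13HET versus XX, and it ranged from there to 0.989 over all alternatives. For Klhl13, D9K13HET versus XX, it was 2.06e-07, within a range of 6.83e-09 to 0.931. Klhl13, XO versus XX, newly passed with limma voom (log2 fold change −0.91) and without the filter on low counts (−0.51). Leaving out 1 clone or 1 replicate number gave log2 fold changes of −1.55 to −0.12 for Klhl13, XO versus XX.

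**Figure D1:**
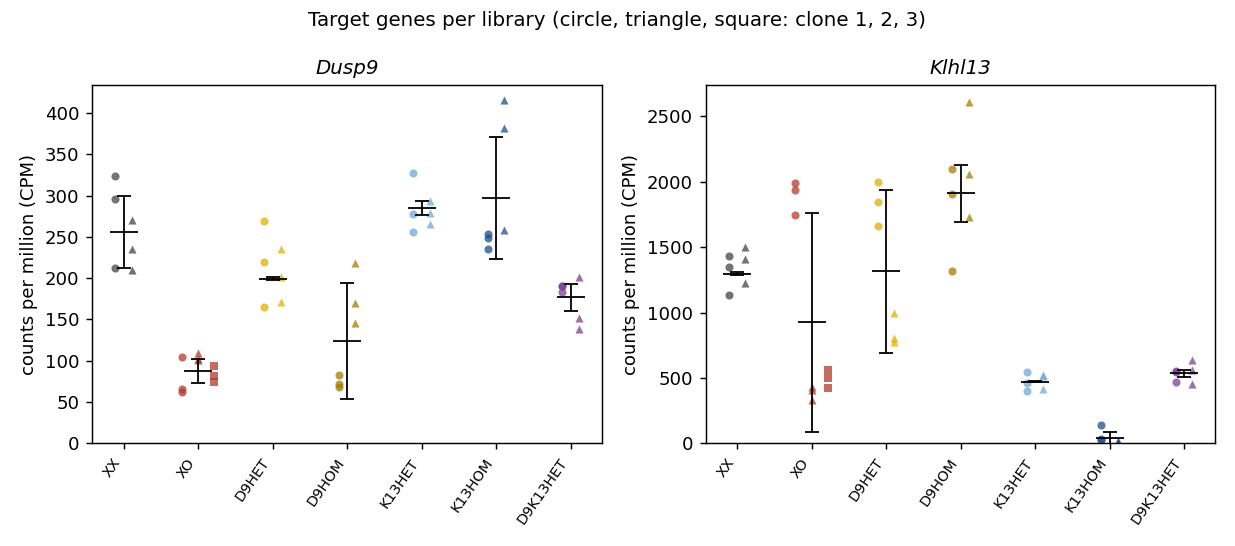
CPM of Dusp9 and Klhl13 (vertical axes, from 0) in each of the 45 libraries, by group (horizontal axis). Symbols mark the clone, black lines the mean and black bars the SD over clones after the 3 libraries of a clone were summed. Klhl13 lies lowest in K13HOM (40.4 CPM), and its 3 libraries of XO clone 1 stand apart from those of the other XO clones.

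The comparison of XO with XX asked which genes differ with X-chromosomal dosage. In XO, 871 of 11550 autosomal genes changed, of which 365 rose and 506 fell. The largest rises were those of Tagln and Acta2, which encode proteins of the contractile actin cytoskeleton, and of Vrtn, Zfp608 and Car14. Tagln was at 14.3 ± 5.16 CPM (n = 3) in XO and 0.718 ± 0.737 CPM (n = 2) in XX (adjusted p = 8.72e-05). The largest falls were those of Cd3d, Pramel7, Slc13a5 (a citrate transporter), Iqca and Msln (the cell surface protein mesothelin). Msln was at 0.981 ± 0.484 CPM in XO and 18.3 ± 2.76 CPM in XX (adjusted p = 1.57e-05). Of these 10 genes 7 had under 1 CPM in XX or XO, where the fold that ranks them depends on the count that the fit adds, so no fold is given. The count depended on the XX clones, being 267 without XX clone 1 and 374 without XX clone 2, and it was 494 without XO clone 3. It was 485 with the within-clone score, which follows the main axis of differences between libraries of a clone, as a covariate and 291 without the library of each clone farthest on that score.

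Genes of naive pluripotency, the state of the preimplantation epiblast, fell in XO as a group (camera adjusted p = 2.45e-08 and adjusted p = 0.0996 with an estimated correlation). Of 18 members 9 fell and 2 rose (11 and 2 adjusted over the list alone). Nanog fell from 1324 ± 185 to 573 ± 25.3 CPM (log2 fold change −1.21 ± 0.16, adjusted p = 0.000121), Prdm14, a repressor of DNA methyltransferases, fell by 1.35 ± 0.21 (adjusted p = 0.000525), and Tbx3, Jam2 and Spic fell by 1.77, 1.41 and 1.58. The members that rose were Gbx2 and Dppa3. Genes of formative and primed pluripotency rose (camera adjusted p = 2.33e-06 and adjusted p = 0.0996 with an estimated correlation), with 9 of 18 members higher and 1 lower (10 and 2 adjusted over the list alone). Among them were Fgf5, a marker of the postimplantation epiblast (6.55 ± 1.46 against 0.698 ± 0.403 CPM), Dnmt3b (log2 fold change 1.74), Sox11 (1.61) and Pou3f1 (1.34), while Lefty2 fell. ERK targets rose (camera adjusted p = 0.000354 and adjusted p = 0.128 with an estimated correlation), with 6 of 23 members higher and none lower (8 and 0 adjusted over the list alone). Egr1, an immediate early gene, rose from 10.4 ± 1.92 to 47.3 ± 7.47 CPM (2.18 ± 0.29, adjusted p = 0.000158). Spry4 and Dusp6, which encode feedback inhibitors of the pathway, rose by 1.18 and 0.89.

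Imprinted genes rose in XO (camera adjusted p = 0.000163 and adjusted p = 0.0996 with an estimated correlation), with 10 of 20 higher and 1 lower, also when adjusted over the list alone. Phlda2, Nnat and Cdkn1c rose by 1.91, 1.37 and 1.33 (log2), and Plagl1, which encodes a zinc finger protein, fell by 2.00 ± 0.21 (adjusted p = 1.57e-05). Primitive endoderm genes fell (camera adjusted p = 0.00473 and adjusted p = 0.0996 with an estimated correlation), with 4 of 10 lower and 1 higher (6 and 1 adjusted over the list alone). Sox7, Col4a1, Col4a2 and Sparc were those that fell, the last 3 being basement membrane genes, and Lamb1 rose. Trophectoderm genes rose (camera adjusted p = 0.0116 and adjusted p = 0.118 with an estimated correlation), with the keratins Krt8 and Krt18 higher among 5 members (2 adjusted over the list alone), which other epithelia also express. Mesendoderm and neurectoderm genes rose (camera adjusted p = 0.00581 and adjusted p = 0.101 with an estimated correlation), with T, Pax6 and Gbx2 higher among 6 (3 adjusted over the list alone). Genes of glycolysis and hypoxia rose (camera adjusted p = 0.0252 and adjusted p = 0.364 with an estimated correlation), with 4 of 17 higher and 1 lower (4 and 1 adjusted over the list alone), Pdk1 by 1.03, Eno1 by 0.75 and Pfkl by 0.71, and Vegfa fell by 1.03. By fry, naive (adjusted p = 0.00226) and formative and primed pluripotency (0.00377) and ERK targets (0.0151) also passed in XO. So did imprinted genes (fry adjusted p = 0.00353), primitive endoderm (0.000217), trophectoderm (0.00715) and mesendoderm and neurectoderm (0.00141). Glycolysis and hypoxia did not pass by fry (adjusted p = 0.0855).

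The other lists did not pass camera's test in XO. DNA methylation machinery had an adjusted p of 0.614, yet Dnmt3b, Dnmt3l and Dnmt3a rose by 1.74, 0.96 and 0.88 and Prdm14 fell (3 higher and 2 lower of 11 adjusted over the list alone). Among Wnt and Gsk3 targets (camera adjusted p = 0.141, while fry passed them with an adjusted p of 0.0201) T, Sp5 and Lef1 rose (3 of 10, also adjusted over the list alone). Among general pluripotency genes (adjusted p = 0.378) Lin28a rose by 1.04 and Dppa5a fell by 1.56 (5 higher and 2 lower of 12 adjusted over the list alone). Dppa5a had the most negative weight of all genes on the within-clone axis, and with that score as a covariate its fold change was −0.47 (adjusted p = 0.566). Fibroblast genes (adjusted p = 0.219) held Tagln and Acta2, which rose, and Col1a1, which fell by 1.72 (3 higher and 1 lower of 6 adjusted over the list alone), and their median and mean log2 fold changes differed in sign (−0.03 and 0.91). Gdf15 and Pmaip1 fell among the p53 targets (adjusted p = 0.627, 1 higher and 2 lower of 13 adjusted over the list alone), Atf3 among the genes of the integrated stress response (adjusted p = 0.512, 1 lower of 14), and Hormad1 among the methylation-sensitive germline genes (adjusted p = 0.134, 1 lower of 17). Pik3ip1 rose and Cited2 fell among the Akt-repressed FoxO targets (adjusted p = 0.936, 1 higher and 2 lower of 12 adjusted over the list alone). Of the 2-cell-like list only Eif1a was expressed enough to be tested (−0.06 ± 0.20, adjusted p = 0.885). This 1 gene does not decide whether 2-cell-like cells were present. The 3 tested candidate Klhl13 substrates, a list the study chose itself, did not change (camera adjusted p = 0.687, 0 adjusted over the list alone).

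On the X chromosome, 318 of 478 tested genes fell and 4 rose in XO. The median log2 fold change over these genes was −0.82 ± 0.027 (SD, n = 3 clones). Among those that rose were Fndc3c1, Pim2 and Map7d3, by 2.43, 1.51 and 0.76. The largest falls were those of C430049B03Rik, Efhc2, Gm364, Xlr3a and Xlr4b, of which the last 2 belong to a family of near-identical copies that can share reads. Xist, the RNA that silences an X chromosome, was low in both groups, at 1.11 ± 0.115 CPM in XO and 4.30 ± 1.99 CPM in XX (adjusted p = 0.0252). Among the X-linked candidates of the study's screen, which the study chose itself, Dusp9, Stag2 and Fthl17f were lower in XO. Stag2, a cohesin subunit, fell by 0.65, while Klhl13 and Fthl17e (−1.40 ± 0.74, adjusted p = 0.102) did not pass the test. In the mutants 6 X-linked genes changed in D9HOM (3 higher, 3 lower) and 6 in K13HOM (3 higher, 3 lower), counts that were 0 and 1 without XX clone 1. No X-linked gene was called by edgeR in D9HET, K13HET or D9K13HET, where 9, 33 and 54 had an unadjusted p under 0.05.

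Medians over whole chromosomes showed that some clones differed from XX by more than single genes. In D9HET clone 2 the median log2 fold change of 709 chromosome 1 genes was 0.45 (range over its libraries 0.39 to 0.45), and 89.1% of them lay above the XX mean. In D9HOM clone 1 the median of 986 chromosome 11 genes was 0.28. Chromosome 8 had medians of 0.24 in K13HET clone 1, 0.26 in each D9K13HET clone and 0.19 in D9HOM clone 2, over 632 genes. On chromosome 6 K13HET clone 2 had a median of −0.12 over 576 genes (range over its libraries −0.16 to −0.09). The medians of all other clones there lay between −0.05 and 0.01. Small medians in XO clone 2, such as 0.14 on 19, 0.12 on 7, 0.11 on 8 and −0.11 on 13, are not set apart from the spread between clones. K13HOM clone 2 departed on more chromosomes and in both directions, with medians of 0.17 on chromosome 7, −0.17 on 13, −0.15 on 3 and on 14, 0.12 on 17 and −0.21 on X, where 37.2% of genes lay above the XX mean. These entries were chosen after all chromosomes and clones were seen. The SD between the 3 libraries was 0.03 for chromosome 1 in D9HET clone 2, and no test was run on these medians.

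**Figure D2:**
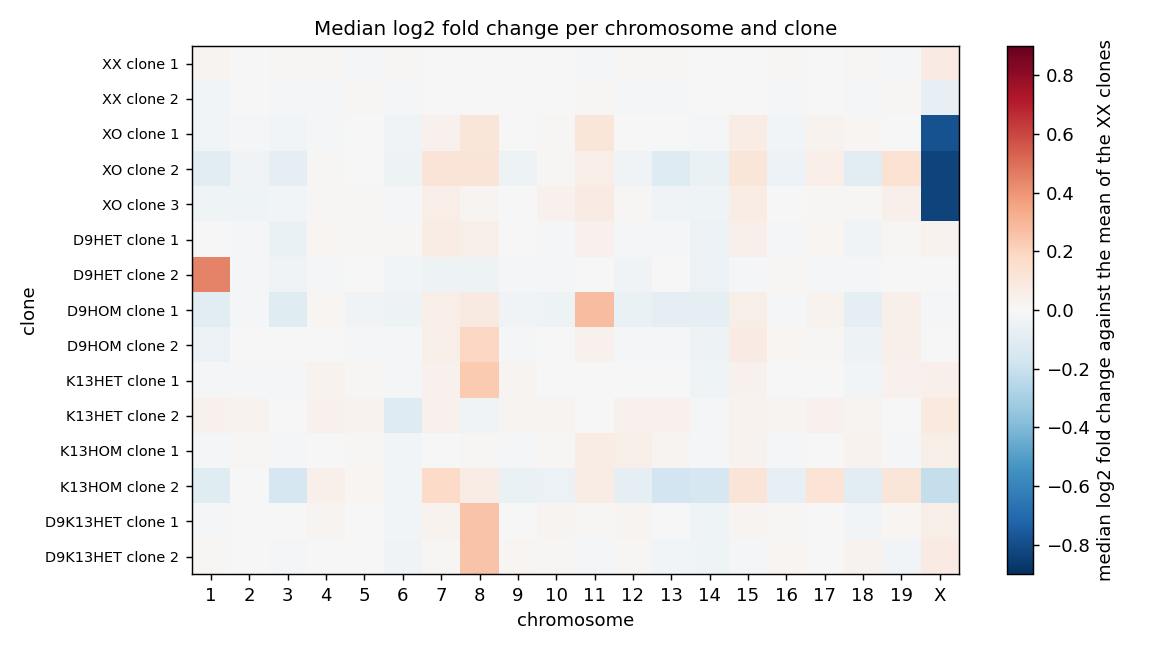
Median log2 fold change of the tested genes of each chromosome (horizontal axis) in each clone (vertical axis) against the mean of the XX clones, shown by color from −0.9 (blue) to 0.9 (red). Chromosome X is blue in the 3 XO clones, and chromosome 1 is red in D9HET clone 2 (median 0.45).

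The mutants were compared with XX to see what the loss of each gene changes on its own and in both doses. In D9HET no autosomal gene passed the threshold in edgeR, limma voom or DESeq2, with 484 genes at an unadjusted p under 0.05. Simulations of the other mutants with nothing changed gave 537 to 613 such genes among 11433 tested. The 484 genes are therefore no sign of changes below the threshold. Spry4 was at 21.9 ± 0.299 CPM against 13.3 ± 2.11 CPM in XX (log2 fold change 0.72 ± 0.24, adjusted p = 1.00), Egr1 at 16.3 ± 9.62 against 10.4 ± 1.92 CPM, Nanog at 1147 ± 251 against 1324 ± 185 CPM, and Prdm14 at 58.8 ± 22.3 against 54.9 ± 1.68 CPM. As groups, methylation-sensitive germline genes rose in D9HET (camera adjusted p = 2.33e-06 and adjusted p = 0.130 with an estimated correlation), with 16 of 17 members above XX and a median log2 fold change of 0.50, though none passed on its own (0 adjusted over the list alone). Genes of formative and primed pluripotency fell (camera adjusted p = 0.0116 and adjusted p = 0.232 with an estimated correlation), with a median of −0.12 and 0 members past the test (0 adjusted over the list alone). So did genes of mesendoderm and neurectoderm (camera adjusted p = 0.0396 and adjusted p = 0.164 with an estimated correlation), with a median of −0.67 over 6 members (0 adjusted over the list alone). Prdm14 lies on chromosome 1, which was shifted in D9HET clone 2, and without that clone its log2 fold change was −0.35 instead of 0.10. Without D9HET clone 1, 5 genes passed.

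In D9HOM 43 autosomal genes changed, of which 19 rose and 24 fell. Egr1 rose most, from 10.4 ± 1.92 to 61.4 ± 3.21 CPM (n = 2 each), 5.90-fold (log2 fold change 2.56 ± 0.31, adjusted p = 0.000656). XX clone 1 replicate 3 and XX clone 2 replicate 2 had 14.7 and 17.9 CPM of Egr1, the other XX libraries 2.87 to 6.15 CPM. Folds of Egr1 against XX, in any group, therefore depend on these libraries. H19, an imprinted noncoding RNA, rose 4.26-fold to 261 ± 61.4 CPM (adjusted p = 0.000656), and Sytl3, Car4 (a carbonic anhydrase) and Gpx2 (a glutathione peroxidase) rose by 2.11, 1.79 and 1.75. The largest falls were those of Camk1g, Smad9 (a BMP signal transducer), Col4a2, Igfbp7 and Msln. Igfbp7 was at 7.15 ± 1.61 against 37.3 ± 0.996 CPM (−2.40 ± 0.38, adjusted p = 0.00638). The count was 4 without XX clone 1, 1 without XX clone 2 and 140 without D9HOM clone 2. It was 22 with the within-clone score as a covariate, 0 without the library of each clone farthest on that score and 1 with only D9HOM and XX in the fit.

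ERK targets rose in D9HOM (camera adjusted p = 0.00933 and adjusted p = 0.222 with an estimated correlation), with Egr1, Spry4 (2.61-fold, adjusted p = 0.0124) and Etv4 (2.02-fold, adjusted p = 0.0455) higher among 23 (6 adjusted over the list alone). The median log2 fold change of the list was only 0.04, with 13 of 23 members above XX. Methylation-sensitive germline genes rose (camera adjusted p = 7.02e-05 and adjusted p = 0.186 with an estimated correlation), with Tex19.1 higher and 16 of 17 members above XX (4 adjusted over the list alone). Etv4, Car4 and Tex19.1 lie on chromosome 11, which was shifted upwards in D9HOM clone 1. Primitive endoderm genes fell (camera adjusted p = 0.00383 and adjusted p = 0.0996 with an estimated correlation), with Col4a1 and Col4a2 lower and Amn, an endocytic receptor subunit, higher among 10 (4 lower and 1 higher adjusted over the list alone). Akt-repressed FoxO targets fell (camera adjusted p = 0.0142 and adjusted p = 0.118 with an estimated correlation), with Cdkn1b, a cell cycle inhibitor, lower by 0.91 (3 of 12 adjusted over the list alone). Naive pluripotency genes fell (camera adjusted p = 0.0248 and adjusted p = 0.364 with an estimated correlation), although none of the 18 passed (2 adjusted over the list alone). Nanog was at 1049 ± 197 CPM (−0.34 ± 0.17, adjusted p = 0.477) and Prdm14 at 40.2 ± 1.24 CPM (−0.45 ± 0.23, adjusted p = 0.465). D9HOM clone 2 replicate 1 had 644 CPM of Nanog against 1507 and 1418 CPM in the other libraries of its clone, and without replicate 1 of each clone the log2 fold change was −0.10 (Nanog, D9HOM versus XX). Trophectoderm genes (camera adjusted p = 0.00581 and adjusted p = 0.101 with an estimated correlation, 1 of 5 adjusted over the list alone) and genes of glycolysis and hypoxia (camera adjusted p = 0.0248 and adjusted p = 0.364 with an estimated correlation, 0 of 17) rose without a member past the test over all genes. The candidate Klhl13 substrates rose as well (camera adjusted p = 0.0417 and adjusted p = 0.173 with an estimated correlation, 1 of 3 adjusted over the list alone, which is not independent evidence as the study chose the list). Among imprinted genes (camera adjusted p = 0.974) H19 rose and Plagl1 fell by 1.46 (4 higher and 1 lower of 20 adjusted over the list alone).

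In K13HET 4 autosomal genes changed. Zcwpw1, a histone reader of the germline, rose from 14.4 ± 1.64 to 35.8 ± 4.66 CPM (log2 fold change 1.31 ± 0.22, adjusted p = 0.0383). Id4, which encodes an inhibitor of basic helix-loop-helix factors, fell from 21.9 ± 0.609 to 5.48 ± 0.153 CPM (−1.99 ± 0.29, adjusted p = 0.0166). Kbtbd11 and Notum, a secreted inhibitor of Wnt proteins, fell by 2.21 and 1.69. Nanog was at 840 ± 127 against 1324 ± 185 CPM (−0.66 ± 0.17, adjusted p = 0.249) and Prdm14 at 38.7 ± 0.210 against 54.9 ± 1.68 CPM (−0.51 ± 0.23, adjusted p = 0.637). Spry4 was at 20.9 ± 6.30 CPM (adjusted p = 0.497) and Egr1 at 12.9 ± 3.73 CPM (adjusted p = 0.911). Methylation-sensitive germline genes rose (camera adjusted p = 1.35e-06 and adjusted p = 0.128 with an estimated correlation), with 16 of 17 above XX (2 adjusted over the list alone). Primitive endoderm genes fell (camera adjusted p = 0.00111 and adjusted p = 0.0996 with an estimated correlation, 4 of 10 adjusted over the list alone), as did Akt-repressed FoxO targets (camera adjusted p = 0.0244 and adjusted p = 0.128 with an estimated correlation, 1 of 12) and naive pluripotency genes (camera adjusted p = 0.0379 and adjusted p = 0.387 with an estimated correlation, 1 of 18). None of the 4 genes passed when any 1 of the XX or K13HET clones was left out, and 88 genes passed with only K13HET and XX in the fit.

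In K13HOM 27 autosomal genes changed, of which 16 rose and 11 fell. Car4 rose 4.97-fold, from 4.94 ± 0.0272 to 24.6 ± 2.35 CPM (log2 fold change 2.31 ± 0.37, adjusted p = 0.0220), and Tmem54, Naprt (an enzyme of NAD synthesis), Cilp2 and H19 rose by 2.91, 1.97, 1.70 and 1.51. Plagl1 fell from 62.4 ± 6.70 to 22.4 ± 7.89 CPM (−1.46 ± 0.23, adjusted p = 0.0220), and Msln, Igfbp7, Id4 and Tgm2 (transglutaminase) fell by 2.00, 1.85, 1.38 and 1.37. Naive pluripotency genes fell (camera adjusted p = 0.000505 and adjusted p = 0.186 with an estimated correlation), with 0 of 18 past the test over all genes and 6 lower when adjusted over the list alone. Nanog was at 777 ± 16.9 CPM (−0.77 ± 0.18, adjusted p = 0.0767) and Prdm14 at 35.1 ± 3.53 CPM (−0.65 ± 0.23, adjusted p = 0.315). ERK targets rose (camera adjusted p = 0.0142 and adjusted p = 0.239 with an estimated correlation), with 15 of 23 members above XX. Past the test over all genes was Spry4, which rose by 1.32 to 33.1 ± 5.85 CPM (3 of 23 adjusted over the list alone), while Egr1 was at 17.8 ± 4.40 CPM (0.79 ± 0.35, adjusted p = 0.406). Imprinted genes rose (camera adjusted p = 0.0149 and adjusted p = 0.136 with an estimated correlation), with H19 and Snrpn higher and Plagl1 lower among 20 (7 higher and 1 lower adjusted over the list alone). Germline genes rose (camera adjusted p = 0.00172 and adjusted p = 0.260 with an estimated correlation, 2 of 17 adjusted over the list alone), as did trophectoderm genes (camera adjusted p = 0.00383 and adjusted p = 0.0996 with an estimated correlation, 2 of 5) and genes of glycolysis and hypoxia (camera adjusted p = 0.0379 and adjusted p = 0.393 with an estimated correlation, 2 of 17). The candidate Klhl13 substrates rose (camera adjusted p = 0.0151 and adjusted p = 0.128 with an estimated correlation, 1 of 3 adjusted over the list alone), in a list the study chose itself. Primitive endoderm genes fell (camera adjusted p = 0.0244 and adjusted p = 0.128 with an estimated correlation, 1 of 10 adjusted over the list alone), and Cited2 fell by 1.19 among the Akt-repressed FoxO targets (camera adjusted p = 0.0841). Leaving out any 1 of the XX or K13HOM clones left at most 1 gene, 6 passed with the within-clone score as a covariate, and 0 passed without the library of each clone farthest on it.

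In D9K13HET 128 autosomal genes changed, of which 55 rose and 73 fell. The genes that fell most were Hesx1, a homeobox gene, Smad9, H2-Eb1 (an MHC class II chain), Camk1g and A2m (alpha-2-macroglobulin). A2m fell from 19.5 ± 4.17 to 2.83 ± 0.479 CPM (log2 fold change −2.73 ± 0.33, adjusted p = 0.000423). The largest rises were those of G730013B05Rik, Mzb1, Nexn, Cotl1 and Slfn9. Cotl1, an actin-binding protein, rose from 51.4 ± 3.50 to 181 ± 5.47 CPM (1.82 ± 0.26, adjusted p = 0.00202). It lies on chromosome 8, which held 23 of the 55 genes that rose and 5.47% of the genes tested (Fisher's exact test, one-sided p = 2.29e-15), and which was shifted upwards in both clones. The count was 26 without XX clone 1, 11 without XX clone 2, 17 without D9K13HET clone 1 and 4 without clone 2, and it was 14 without the library of each clone farthest on the within-clone score. With that score as a covariate it was 72, without chromosomes 1, 6, 8 and 9 it was 85, and with only D9K13HET and XX in the fit it was 1152.

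Naive pluripotency genes fell in D9K13HET (camera adjusted p = 0.000159 and adjusted p = 0.153 with an estimated correlation), with Nanog and Jam2 lower among 18 (7 adjusted over the list alone). Nanog fell to 771 ± 39.9 CPM (log2 fold change −0.78 ± 0.17, adjusted p = 0.0345), and Prdm14 was at 31.4 ± 2.13 CPM (−0.80 ± 0.23, adjusted p = 0.114). ERK targets rose (camera adjusted p = 0.0142 and adjusted p = 0.239 with an estimated correlation), with Egr1 (27.1 ± 4.54 CPM, 2.57-fold, adjusted p = 0.0449), Spry4 (28.9 ± 1.95 CPM, 2.17-fold, adjusted p = 0.0318) and Etv4 (58.0 ± 4.51 CPM, 1.98-fold, adjusted p = 0.0313) higher among 23 (4 adjusted over the list alone). Germline genes rose (camera adjusted p = 0.000163 and adjusted p = 0.197 with an estimated correlation), with Zcwpw1 (3.18-fold, adjusted p = 0.00112) and the meiotic gene Hormad1 (2.46-fold, adjusted p = 0.0315) higher among 17 (2 adjusted over the list alone). Primitive endoderm genes fell (camera adjusted p = 0.00437 and adjusted p = 0.0996 with an estimated correlation), with Col4a1 and Col4a2 lower although both lie on chromosome 8 (4 lower and 1 higher of 10 adjusted over the list alone). Fibroblast genes fell (camera adjusted p = 0.00696 and adjusted p = 0.101 with an estimated correlation), with 5 of 6 members below XX and a median of −1.39. Past the test over all genes was Vim, which encodes vimentin and fell from 367 ± 20.6 to 144 ± 31.8 CPM (−1.34 ± 0.25, adjusted p = 0.0111, 2 of 6 adjusted over the list alone). Vim is expressed by many cell types besides fibroblasts. H19 rose and Plagl1 fell among the imprinted genes (camera adjusted p = 0.145, 4 higher and 1 lower of 20 adjusted over the list alone), and Cited2 fell by 1.45 among the Akt-repressed FoxO targets (camera adjusted p = 0.302, 1 of 12). ERK targets did not pass camera's test in D9HET (adjusted p = 0.614) or K13HET (adjusted p = 0.989), nor did naive pluripotency genes in D9HET (adjusted p = 0.793). Primitive endoderm genes (adjusted p = 0.378) and Akt-repressed FoxO targets (adjusted p = 0.463) did not pass in D9HET. Other lists not named for a mutant did not pass there. In none of the 5 mutants did general pluripotency genes, DNA methylation machinery, Wnt and Gsk3 targets, p53 targets or the integrated stress response pass camera's test, with lowest adjusted p-values of 0.0639, 0.467, 0.122, 0.267 and 0.318. By fry, ERK targets did not pass in D9HOM (adjusted p = 0.111), K13HOM (0.139) or D9K13HET (0.132). Naive pluripotency genes passed by fry in D9K13HET (adjusted p = 0.0471), but not in D9HOM (0.196), K13HET (0.289) or K13HOM (0.0772).

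**Figure D3:**
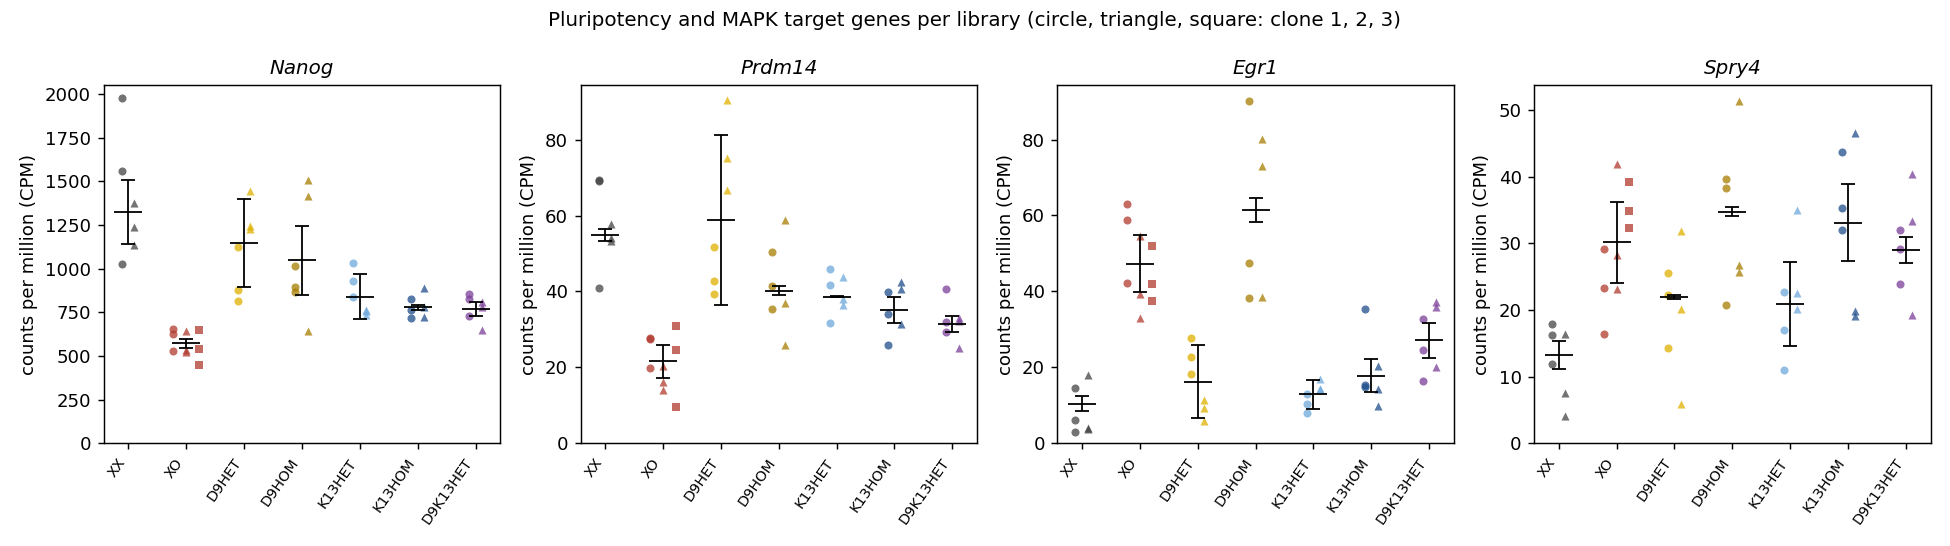
CPM (vertical axes, from 0) of the naive pluripotency genes Nanog and Prdm14 and of the ERK targets Egr1 and Spry4 in each library, by group (horizontal axis). Symbols mark the clone, black lines the mean and black bars the SD over clones after the 3 libraries of a clone were summed. Nanog is lowest in XO (573 CPM), and Egr1 is highest in D9HOM (61.4 CPM).

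Mutants were then compared with each other, to separate the effects of dose and of combining the mutations. Between D9HOM and D9HET 4 genes differed. Egr1 was higher in D9HOM by 1.92 ± 0.30 (adjusted p = 0.0225), and Kank4, Ly75 and Sfrp1, a secreted Wnt antagonist, were lower by −1.72, −1.34 and −1.28. None was called with only these groups in the fit or without replicate 3 of each clone. Which genes were called also depended on the clone left out. Between D9K13HET and D9HET 16 genes differed, 6 higher and 10 lower in the double mutant. Nexn, Crybg3 and Slc35f2 were highest (log2 differences of 2.01, 1.92 and 1.62), and A2m (−2.46 ± 0.34, adjusted p = 0.00418), Spats2l and Pknox2 lowest, of which Spats2l lies on chromosome 1. The count was 0 without D9HET clone 2, without either D9K13HET clone, or without replicate 3, and 107 without D9HET clone 1. No autosomal gene was called by edgeR between K13HOM and K13HET (543 at an unadjusted p under 0.05, 2 by limma voom and 0 by DESeq2), between D9K13HET and K13HET (385, 0 and 0) or between K13HET and D9HET (612, 8 and 0). Klhl13 itself was lower in K13HOM than in K13HET by −3.51 ± 0.74 (adjusted p = 0.121). The test for an effect of both mutations beyond the sum of the single ones called 0 genes (365 at an unadjusted p under 0.05, 0 by limma voom and by DESeq2), with Egr1 at 0.41 ± 0.47 and Nanog at 0.08 ± 0.25. Where edgeR called no gene here, no unadjusted count was above the highest of simulated unchanged mutants against XX (537 to 613). Between D9K13HET and XO 331 autosomal genes differed, 174 higher and 157 lower in D9K13HET. Dnajc5g, Iqca and the meiotic cohesin gene Smc1b were higher, Smc1b at 127 ± 17.0 against 12.6 ± 3.07 CPM (3.32 ± 0.34, adjusted p = 3.00e-05). Tagln, Acta2 and Vrtn were lower, and Tagln and Acta2 had under 1 CPM in D9K13HET, so no fold is given. Leaving out D9K13HET clone 1 or 2 gave 37 or 29 genes, and leaving out XO clone 2 or 3 gave 158 or 159.

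Overlaps with the genes changed in XO showed how far the mutants moved the same genes. All comparisons share the XX libraries, which by themselves raise any overlap. Of the 43 genes changed in D9HOM, 32 changed in the same direction in XO, where independent lists of these sizes would share 1.65. With XO set against XX clone 1 and D9HOM against XX clone 2, 2 genes were shared, and 1 with the clones exchanged, among 4 and 1 called in D9HOM. In K13HOM 21 of 27 genes were shared (0.988 for independent lists), and 0 in both splits of the XX clones, where none was called. In D9K13HET 79 of 128 were shared (4.94 for independent lists), 13 of 20 and 3 of 5 with XX split, and 2 more changed in opposite directions. In K13HET 3 of 4 were shared (0.163 for independent lists), and 0 with XX split. D9HET had 0 calls and so shared none. Over all autosomal genes the covariance of the log2 fold changes with those of XO was 0.0615 in D9HET, 0.101 in K13HET, 0.119 in D9HOM, 0.145 in D9K13HET and 0.146 in K13HOM. Simulated unchanged groups gave 0.0495 to 0.0501, so that the excess over the simulations was 0.0120 in D9HET and 0.0512 to 0.0964 in the other mutants. Whether the simulated spread matches that of the XX clones was not tested, so this excess may be too low or too high. The split covariances given next share no XX clone and do not rest on that spread. They lay above the excess of the same mutant, except in D9HOM with XO against XX clone 1 (0.0617, excess 0.0687). With XO against XX clone 1 and the mutant against XX clone 2, and with the clones exchanged, the covariance was 0.0125 and 0.0458 in D9HET, 0.0530 and 0.0856 in K13HET, 0.0617 and 0.115 in D9HOM, 0.0966 and 0.129 in D9K13HET, and 0.104 and 0.126 in K13HOM, so that it depended on the XX clone. The correlations were 0.33, 0.44, 0.47, 0.55 and 0.57 in that order, beside simulated correlations of 0.50, 0.49, 0.48, 0.48 and 0.46, across genes, which are not independent replicates.

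A position between XX and XO was computed from the genes called in XO with 1 XX clone and measured from the other, so that no XX library served in both steps. The XO libraries did serve in both, for the choice of genes and for the XO end. This can set the XO end too far from XX, and how far it lowers the positions was not tested. On this scale, with XX at 0 and XO at 1, D9HET lay at 0.141 ± 0.0787 (SD, n = 2), K13HET at 0.277 ± 0.0119, D9HOM at 0.375 ± 0.0556, K13HOM at 0.394 ± 0.0122 and D9K13HET at 0.455 ± 0.0536. The clones lay at 0.0852 and 0.197 in D9HET and at 0.417 and 0.493 in D9K13HET. Single XX libraries, whose clone means are 0 by construction, ranged from −0.120 to 0.194, and those of D9HET from 0.0582 to 0.227. Within clones the position rose with the within-clone score (slope 0.0507 ± 0.00950 SE, n = 45 libraries). With 2 clones against 2 no exact permutation test can pass 0.05, and no model over all clones was fitted to the positions. They are given as values without a test.

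**Figure D4:**
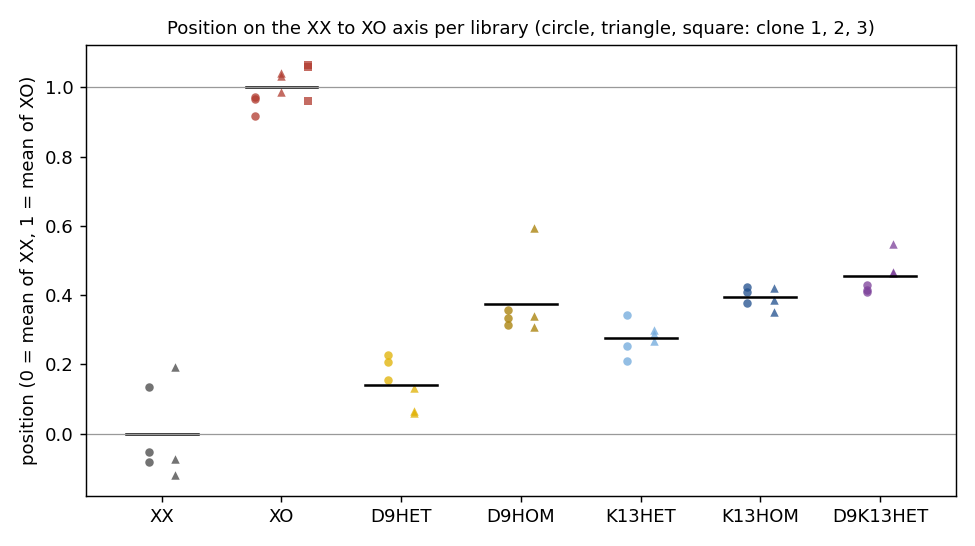
Position of each library (symbols by clone) on the axis from XX (0, vertical axis) to XO (1), by group (horizontal axis), with black lines at the mean over clones. D9K13HET lies nearest to XO among the mutants (0.455) and D9HET nearest to XX (0.141).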

Values the study reported

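The study reported 956 autosomal genes as differentially expressed in XO cells. Of these, 201 were also found in the heterozygous Klhl13 mutants, 148 in the heterozygous Dusp9 mutants and 265 in the double mutant. For Nanog and Prdm14 it gave a decrease of 2–2.4-fold in XO cells. CpG methylation was put at 31% in XX control cells, 44% in the double mutants and 59% in XO cells.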

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

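The tests of the chromosome 8 genes, of a wrong label and of sequencing depth were chosen after the result was seen. So were the tests of the within-clone axis as the source of the XO fold changes and of the positions. The random lists matched for expression, the resampling of genes and the values of Fthl17e and Fthl17f were also chosen after it. A library far from the others of its group was found in 4 of 84 groups of libraries. Chance alone may give as many, since the rate of chance flags was not measured. In K13HOM clone 2 replicate 1, 22.5% of counts named no gene (nearest library 17.8%), and K13HOM clone 2 replicate 2 had a within-clone score of 1.37 (nearest −0.00877). D9HOM clone 2 replicate 1 had a position of 0.595 between XX and XO (nearest 0.358), and K13HOM clone 1 replicate 1 had 139 CPM of Klhl13 (nearest 29.8).

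Chromosome 8 held 23 of the 55 genes that rose in D9K13HET. All 23 were higher in K13HET clone 1, from which the double mutants derive, than in K13HET clone 2, with a median log2 difference of 0.55 (quartiles 0.34 to 0.61; 0.27 over all 632 chromosome 8 genes), so that a gain shared with that clone is a candidate explanation. The study names a supplementary figure with counts per chromosome, by sequencing of DNA, for all its lines, and describes Klhl13 mutant cells as normal in karyotype. The text at hand held the legend of that figure and no values per clone, so whether a gain is present stays open. A response that needs both mutations would leave most of the rise between K13HET clone 1 and D9K13HET. That step was 0.190 of the rise (95% of resamples of genes 0.0606 to 0.304), which argues against it for most of the rise. As 21 of the 23 were still higher in D9K13HET than in K13HET clone 1, a small added part stays open.

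Klhl13 was higher in XO clone 1 than in XO clones 2 and 3 by 2.10 (log2). The X-linked median of XO clone 1 was −0.79, which argues against a mislabelled XX clone, and the within-clone axis, which would stand for library handling or culture, predicted a difference of 0.0252 (slope 0.06 ± 0.08 SE). X chromosomes that differ at many genes may account for it: 5.23% of X-linked genes (25 of 478) differed by more than 1 (log2) between these clones, against 2.25% of autosomal genes (Fisher's exact p = 0.000285), and 0 of 10000 random lists of matched expression held as many (p = 0.0001, the smallest they can give). Between XX clones 1 and 2 the numbers were 9 of 478 and 133 of 11550. Among the 25 was Fthl17e, which the study describes as expressed only from the paternal X chromosome. It had means of 6.89 CPM in XO clone 1, 0.930 and 0 CPM in XO clones 2 and 3, and 8.14 and 6.22 CPM in the XX clones. Fthl17f, which the study describes in the same way, differed less. It had means of 4.72 CPM in XO clone 1, 2.16 and 1.90 CPM in XO clones 2 and 3, and 10.9 and 8.51 CPM in the XX clones. Its libraries overlapped between XO clone 1 (1.62 to 6.67 CPM) and XO clone 3 (0 to 3.87 CPM). The values of Fthl17e leave room for another X chromosome in XO clone 1, and those of Fthl17f show this less clearly. Which X chromosome each clone kept was not tested.

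The XX clones ranked lowest of 15 on the within-clone axis and in small nucleolar RNAs, a ranking noticed in the data and so given without a p-value. Sequencing depth as the source would place the highest score of most clones in their library with fewest or with most counts. It lay in the library with fewest in 5 of 15 clones and in that with most in 4, where chance gives 5 for each. The axis did not account for the fold changes called in XO, since with the score as a covariate their median ratio to the values without it was 0.947 (quartiles 0.811 to 1.10). All 871 kept their direction, 416 were still called, and the SE rose by a median factor of 1.17. From its slope within clones the axis predicted 13.5% of the mean position of the 5 mutants between XX and XO, which argues against it as their main source. For D9HET alone it was 41.3%, so that for this group a large part by the axis stays open. Other differences between XX and the remaining clones in culture or preparation were not recorded and stay open.

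With libraries as replicates, other splits of the libraries were counted, 100 for each group, with only XX and that group in the fit. The real counts therefore differ from those of the fit of all groups. These splits part the libraries of a clone, which are not independent, so they do not test chance between clones. Were libraries independent, chance could be excluded for XO (1986 genes, highest other split 1383; 1 split as large, the real one), K13HET (195 and 169; 1), K13HOM (341 and 298; 1), D9K13HET (627 and 228; 1) and D9HOM (134 and 2011; 3, of which 2 called more genes than the real one). The split with 2011 put the 3 libraries of D9HOM clone 1 together with D9HOM clone 2 replicate 1, XX clone 1 replicate 3 and XX clone 2 replicate 2, the 6 of 12 libraries with the highest within-clone scores, and so points to that axis as a structure of the libraries. For D9HET the real split called 0 genes, so that 100 of 100 are as large whatever the others give, and nothing is tested. Its highest other split called 571, and set apart the 6 of 12 libraries with the lowest within-clone scores. Splits that keep clones whole are too few for a share under 0.05. The highest other of these called 445 genes for XO and 0 for each of the 5 mutants.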

How the results depend on the processing

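The covariate, the setting without the library of each clone farthest on the within-clone score, the setting without 5 chromosomes, and XO clones 1 and 2 only at the thresholds of the study were chosen after the data were seen. Of the values of single named genes under all alternatives, 2265 kept their direction and their side of the threshold, 633 kept the direction and no longer passed, 20 newly passed and 12 changed direction. For lists the numbers were 246 the same, 105 no longer passed and 6 reversed, and for the tests of Dusp9 and Klhl13 that a comparison rested on they were 118 the same, 19 newly passed and 1 reversed. Counts and values without a test moved beyond their limits in 205 cases and stayed within them in 227. With other scale factors (RLE, or TMM over all chromosomes) no count of autosomal genes moved beyond 1.5 times. With 2 clones per group and 8 residual degrees of freedom in all, counts near the threshold depend on single clones, and where 1 clone is left out the lone clone is assumed to vary like those of the other groups. In data simulated for XO and D9HET, false calls made up 78.0% and 78.9% of calls with libraries as replicates in edgeR, 47.4% and 53.7% with limma voom on libraries, and 7.11% and 6.32% with clones. Whether simulated libraries of a clone differ as much as the real ones was not tested. In the real data limma voom estimated a correlation of 0.107 within clones. The simulated shares are therefore not false-call rates of the real data. For the changes listed here the cause in the real data was not tested. The labels do not say whether equal replicate numbers of different clones share a day or batch. Over 315 pairs of libraries with the same number the mean correlation of their deviations was 0.0452, the lowest −0.66, with 130 pairs over 0.1, and the mean was −0.0223 over pairs with different numbers. A majority of libraries, 32 of 45, lay closest to their own number, which points to a weak shared difference. No test against chance was run, and the counts with the replicate block are given below.

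Leaving out 1 clone, or all libraries of 1 replicate number, gave counts of autosomal genes against XX of 267 to 1475 in XO, 0 to 5 in D9HET, 1 to 140 in D9HOM, 0 to 8 in K13HET, 0 to 67 in K13HOM and 4 to 138 in D9K13HET. Between other groups these counts ranged from 0 to 129 for D9HOM against D9HET, 0 to 107 for D9K13HET against D9HET, 0 to 1 for D9K13HET against K13HET, 0 to 17 for K13HET against D9HET, 29 to 376 for D9K13HET against XO and 0 to 1 for the combination test. Counts of X-linked genes ranged from 0 to 19 in D9HOM and 1 to 2 in K13HOM. For Klhl13 the log2 fold changes lay at −1.55 to −0.12 in XO and −0.58 to 0.43 in D9HET. For Prdm14 the log2 fold changes lay at −0.35 to 0.43 in D9HET. For Egr1 the log2 fold changes lay at −0.15 to 1.15 in D9HET and −0.025 to 0.56 in K13HET. For Dusp9 the log2 fold changes lay at −1.78 to −0.57 in D9HOM, −0.014 to 0.33 in K13HET and −0.071 to 0.44 in K13HOM. Numbers of gene lists past camera's threshold ranged from 1 to 3 in D9HET, 3 to 6 in D9HOM, 1 to 5 in K13HET and 3 to 6 in K13HOM. The adjusted p of naive pluripotency ranged from 0.0723 to 0.843 in D9HET. The adjusted p of ERK targets ranged from 0.726 to 0.811 in K13HET.

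With libraries as replicates and no block, the autosomal genes called against XX numbered 1810 in XO, 4 in D9HET, 445 in D9HOM, 116 in K13HET, 371 in K13HOM and 505 in D9K13HET. Those called between other groups numbered 255 for D9HOM against D9HET, 4 for K13HOM against K13HET, 366 for D9K13HET against D9HET, 5 for D9K13HET against K13HET, 28 for K13HET against D9HET and 886 for D9K13HET against XO. The log2 fold change of Dusp9 was −1.02 in D9HOM (newly past the test). For Klhl13 the log2 fold change was −1.50 in K13HET (newly past the test) and −1.32 in D9K13HET (newly past the test). The adjusted p of naive pluripotency was 0.991 in D9HET, with the opposite direction.

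With libraries as replicates and the replicate number as a block (the replicate block), the autosomal genes called against XX numbered 1905 in XO, 5 in D9HET, 539 in D9HOM, 127 in K13HET, 423 in K13HOM and 530 in D9K13HET. Between mutants, or between D9K13HET and XO, the numbers were 291 for D9HOM against D9HET, 4 for K13HOM against K13HET, 409 for D9K13HET against D9HET, 6 for D9K13HET against K13HET, 28 for K13HET against D9HET and 953 for D9K13HET against XO. In log2, Dusp9 changed by −1.02 in D9HOM (newly past the test). The log2 fold change of Klhl13 was −1.50 in K13HET (newly past the test) and −1.32 in D9K13HET (newly past the test). The adjusted p of naive pluripotency was 0.997 in D9HET, with the opposite direction.

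With only the groups compared in the fit, the autosomal genes called against XX numbered 1480 in XO, 1 in D9HOM, 88 in K13HET and 1152 in D9K13HET. For the remaining comparisons the count was 0 for D9HOM against D9HET, 688 for D9K13HET against XO and 7 for the combination test. For Klhl13 the log2 fold change was −1.47 in K13HET (newly past the test) and −1.29 in D9K13HET (newly past the test). In log2, Dusp9 changed by −0.54 in D9K13HET (newly past the test).

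With XO clones 1 and 2 only, the autosomal genes called against XX numbered 494 in XO. Those called between other groups numbered 159 for D9K13HET against XO.

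With the within-clone score as a covariate, the autosomal genes called against XX numbered 485 in XO, 1 in D9HET, 22 in D9HOM, 1 in K13HET, 6 in K13HOM and 72 in D9K13HET. Between mutants, or between D9K13HET and XO, the numbers were 19 for D9HOM against D9HET and 63 for D9K13HET against D9HET. The log2 fold change of Dusp9 was 0.00996 in D9HET (direction changed). For Klhl13 the log2 fold change was −0.48 in D9HET (direction changed). In log2, Nanog changed by 0.032 in D9HET (direction changed).

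Without the library of each clone farthest on that score, the autosomal genes called against XX numbered 291 in XO, 0 in D9HOM, 0 in K13HET, 0 in K13HOM and 14 in D9K13HET. For the remaining comparisons the count was 9 for D9K13HET against D9HET and 42 for D9K13HET against XO.

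At the thresholds of the study and with clones as replicates, the autosomal genes called against XX numbered 2020 in XO, 377 in D9HET, 1013 in D9HOM, 681 in K13HET, 1013 in K13HOM and 1126 in D9K13HET. Those called between other groups numbered 958 for D9HOM against D9HET, 415 for K13HOM against K13HET, 898 for D9K13HET against D9HET, 325 for D9K13HET against K13HET, 487 for K13HET against D9HET, 1368 for D9K13HET against XO and 363 for the combination test.

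At those thresholds and with libraries as replicates, the autosomal genes called against XX numbered 1808 in XO, 488 in D9HET, 999 in D9HOM, 657 in K13HET, 1004 in K13HOM and 1013 in D9K13HET. Between mutants, or between D9K13HET and XO, the numbers were 828 for D9HOM against D9HET, 392 for K13HOM against K13HET, 808 for D9K13HET against D9HET, 275 for D9K13HET against K13HET, 422 for K13HET against D9HET, 1204 for D9K13HET against XO and 502 for the combination test.

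At those thresholds with libraries as replicates and XO clones 1 and 2 only, the autosomal genes called against XX numbered 1770 in XO.

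Without the filter on low counts, the autosomal genes called against XX numbered 19 in D9HET, 193 in D9HOM, 172 in K13HET, 230 in K13HOM and 369 in D9K13HET. For the remaining comparisons the count was 152 for D9HOM against D9HET, 4 for K13HOM against K13HET, 174 for D9K13HET against D9HET, 10 for D9K13HET against K13HET, 40 for K13HET against D9HET, 531 for D9K13HET against XO and 17 for the combination test. The log2 fold change of Klhl13 was −0.51 in XO (newly past the test), −1.49 in K13HET (newly past the test) and −1.31 in D9K13HET (newly past the test). For Dusp9 the log2 fold change was −1.06 in D9HOM (newly past the test).

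With limma voom, the autosomal genes called against XX numbered 187 in D9HOM, 32 in K13HET, 142 in K13HOM and 310 in D9K13HET. Those called between other groups numbered 149 for D9HOM against D9HET, 2 for K13HOM against K13HET, 185 for D9K13HET against D9HET, 8 for K13HET against D9HET and 516 for D9K13HET against XO. In log2, Klhl13 changed by −0.91 in XO (newly past the test), −0.10 in D9HET (direction changed), −1.50 in K13HET (newly past the test) and −1.32 in D9K13HET (newly past the test). The log2 fold change of Dusp9 was −1.13 in D9HOM (newly past the test).

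Without chromosomes 1, 6, 8, 9 and 11, the autosomal genes called against XX numbered 28 in D9HOM, 2 in K13HET and 82 in D9K13HET. Between mutants, or between D9K13HET and XO, the numbers were 4 for D9K13HET against D9HET and 187 for D9K13HET against XO.

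With DESeq2, the autosomal genes called against XX numbered 63 in K13HOM. For the remaining comparisons the count was 17 for D9HOM against D9HET and 66 for D9K13HET against D9HET.

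Without chromosomes 1, 6, 8 and 9, the autosomal genes called against XX numbered 85 in D9K13HET. Those called between other groups numbered 5 for D9K13HET against D9HET and 208 for D9K13HET against XO. The gene lists past camera's threshold numbered 2 in K13HET, 5 in K13HOM and 3 in D9K13HET. The adjusted p of ERK targets was 0.820 in K13HET, with the opposite direction.

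With an estimated correlation, the gene lists past camera's threshold numbered 0 in XO, 0 in D9HET, 0 in D9HOM, 0 in K13HET, 0 in K13HOM and 0 in D9K13HET.

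With all autosomal genes weighted by their XO fold change, the position on the axis was 0.430 in K13HOM.

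At the thresholds of the study with libraries as replicates, the genes shared with XO in the same direction numbered 239 in D9HET, 504 in D9HOM, 369 in K13HET, 588 in K13HOM and 529 in D9K13HET.

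At the thresholds of the study with clones as replicates, the genes shared with XO in the same direction numbered 162 in D9HET, 447 in D9HOM, 344 in K13HET, 539 in K13HOM and 532 in D9K13HET.

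With XO set against XX clone 1 and the mutants against XX clone 2, the genes shared with XO in the same direction numbered 2 in D9HOM, 0 in K13HET, 0 in K13HOM and 13 in D9K13HET.

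With XO set against XX clone 2 and the mutants against XX clone 1, the genes shared with XO in the same direction numbered 1 in D9HOM, 0 in K13HET, 0 in K13HOM and 3 in D9K13HET.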

Other observations

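The comparison of germline lists and the choice of genes in this part were made after the results were seen. Methylation-sensitive germline genes rose in each of the 5 mutants by camera's test with a preset correlation, in none with an estimated one, and not in XO. By fry these genes passed in no mutant (adjusted p = 0.0973 in K13HET to 0.178 in K13HOM). Their median log2 fold changes were 0.50 in D9HET, 0.49 in D9HOM, 0.51 in K13HET, 0.48 in K13HOM and 0.37 in D9K13HET, with 15 to 16 of 17 members above XX, and −0.25 in XO with 4 above. All these comparisons share the 2 XX clones, so that a low level in XX alone would give such rises in every mutant, and their likeness is not independent evidence. Whether the lists differ between a mutant and XO was not tested. Hormad1 rose in D9K13HET and fell in XO. Plagl1 fell in XO, D9HOM, K13HOM and D9K13HET, and H19 rose in D9HOM, K13HOM and D9K13HET.

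At the thresholds of the study and with libraries as replicates, 1808 autosomal genes were called in XO, from 3 XO clones, and 1770 with XO clones 1 and 2 only. Both are higher than the value quoted from the study above, which describes 2 clones per genotype. With all 3 XO clones the genes shared with XO in the same direction numbered 369 in K13HET (67.1 for independent lists), 239 in D9HET (48.6) and 529 in D9K13HET (100.1). Those shared in opposite directions numbered 13, 30 and 17 in that order. Each count in the same direction is higher than the value quoted from the study above, for which the study states no rule on direction. Simulated unchanged groups that share the XX libraries, with XO unchanged too, shared means of 34.8, 38.0 and 36.7 genes in that order (highest 48, 45 and 42). With clones as replicates and XX split between the comparisons, 147 and 163 were shared in K13HET (38.2 and 36.3 for independent lists), 50 and 59 in D9HET (18.7 and 19.3), and 272 and 338 in D9K13HET (63.9 and 55.6). Genes changed in opposite directions numbered 21 and 7 in K13HET, 26 and 7 in D9HET, and 27 and 11 in D9K13HET.

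Counts from Y-linked genes were near 0 in these female cells, with group means of 0.977 to 2.07 CPM for Usp9y. Gm47283, which the annotation places on chromosome Y, had group means of 18.7 to 28.4 CPM.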
